A study of Arabidopsis thaliana with 4 samples. Its data were reported in "Multiome in the Same Cell Reveals the Impact of Osmotic Stress on Arabidopsis Root Tip Development at Single‐Cell Level" (2024).

How the data were processed

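Nuclei of Arabidopsis thaliana Col-0 root tips were measured by single-nucleus multiome sequencing in 4 libraries, 2 of control plants and 2 of plants under osmotic stress. The authors ran Cell Ranger ARC on each library alone against the TAIR10 genome and deposited raw counts, without any further filter on nuclei. The deposited counts are of RNA molecules (UMIs) for 32833 genes and of transposition events for the peaks called in that library. Even peak counts were more frequent than odd ones, as a pair of cut sites per fragment gives. The reference used here is TAIR10.1. Of the gene identifiers, 32548 were found in its gene table, and all 32536 gene starts with coordinates lay within 50 bp of the gene of that name. The 285 organelle genes carry no coordinates. Positions are 1-based and in TAIR10.

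Nuclei were kept with RNA counts over 1000 and under 25000 and peak counts over 1000 and under 100000, the limits stated by the study. It is not stated whether the limits on peak counts refer to cut sites or fragments, so an alternative halved the deposited values, which kept 15712 nuclei. That alternative was chosen after seeing the data. The study built its own peak counts over merged peaks with Signac. Nuclei kept here had on average 5747.51 peak counts over 2803.88 peaks, whereas the study reports fewer counts over more peaks per cell. Its limits may therefore have acted on another count than the deposited one, to which they were applied here. The limits of the study on nucleosome signal and on enrichment at gene starts were not applied, as they need fragments. RNA counts per kept library ran from 7982634 to 31717321. The depth of a class in a library limits what can be called there. Exact intervals are given at 95% for pooled counts, and a count of 0 was set to 3 counts. Intervals and these limits cover counting error only.

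Counts were summed per library, since nuclei are not replicates. Sums were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM scaling, the filterByExpr filter, and a Benjamini-Hochberg adjusted p-value under 0.05 as the threshold. The SE of a log2 change is its size divided by the square root of F. The rule for naming genes asked for an adjusted p-value under 0.05, a mean of at least 20 CPM (counts scaled to library size) and both stress replicates on the same side of both control replicates. It took the 5 genes with the largest rise and the 5 with the largest fall, or 3 and 3 in a class. The genes singled out by the study were read in the same fits, and 1 of 19, SP2L, could not be matched to an identifier. Another gene of that list was tested with the rest and counts among the genes and pairs tested, but its values are not reported here. This rule, the tests, the markers and nearly all alternatives were fixed before the data were examined.

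Nuclei of all libraries were clustered together on RNA with scanpy 1.11.5 and leidenalg 0.10.2. Genes seen in at least 10 nuclei were scaled to 10000 counts per nucleus and log-transformed, and 2000 variable genes, 30 principal components, 20 neighbours and resolution 0.6 were used. A cluster took a class name from 14 fixed marker lists. It needed at least 3 markers, and at least 20% of the list, detected in at least 10% of its nuclei at more than 2 times the level of other nuclei. Its lead over the next class had to be at least 1.5, and no other class could have more markers among its top 10 genes. Clusters with median counts under 1/3 of their library and no marker among the top 10 genes stayed unnamed. These thresholds were chosen after seeing the data. Names end in -like, and the annotation of nuclei by the study was not used here. Doublets were kept. The automatic threshold of Scrublet marked at most 0.0520% of a library and so had not worked. An alternative removed the nuclei with the highest scores at an assumed rate of 0.8% per 1000 nuclei, which were 71, 286, 454 and 327 nuclei.

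Classes with at least 20 nuclei in every library were compared, each fitted alone. Numbers of nuclei per class were tested with edgeR, with the number of nuclei as library size. The interaction of class and stress was fitted on 2 sums per library, the class and all other nuclei, with the library as a term. Gene sets were tested with limma 3.58.1 on voom values, by camera with a preset correlation of 0.01, with fry and camera with an estimated correlation beside it. The aquaporin list took symbols beginning with PIP1, PIP2 or TIP and a digit. This rule matched 24 genes, of which CAND1 and TIP1 are not aquaporins and were left out. Single values per library were compared by two-sided exact permutation tests. Nuclei were thinned to 1000 counts to compare genes per nucleus, which left out none, and with organelle genes left out it dropped 9, 17, 3 and 6 nuclei.

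Peaks with a width over 20 and under 10000 bp were merged across libraries with bedtools 2.31.1 where they overlapped by 1 bp. Regions called in all 4 libraries were tested with edgeR on the deposited counts. A region was assigned to a gene if it covered the gene start. The alternatives were DESeq2 1.42.0, other scaling factors, other filters on genes and nuclei, a replicate block, equal numbers of nuclei, thinning, another resolution, doublet removal, clustering without called genes, a reciprocal overlap of 50%, and leaving out each library in turn. The closing section gives their effect. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, igraph 0.11.9, scikit-learn 1.9.0 and matplotlib 3.10.9 was used besides.

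The tests of genes in whole libraries and in classes, of accessible regions, of gene sets and of the interaction in trichoblast-like nuclei were tested on simulated data, with 200 changed genes or regions, or with sets of 30 raised and 29 unchanged genes. The test of class shares, the interaction in the other classes and DESeq2 were not tested this way. For whole libraries, 80.8% of 4-fold changes were recovered with the gene-wise spread of the data, and 11.5% of calls were false. With a spread that follows the trend these values were 94.2% and 4.88%, and with unequal spread in the groups they were 56.8% and 4.87%. Over all simulated changes, smaller ones included, 45.2%, 70.2% and 29.3% were recovered in the same order. In classes between 76.3% and 92% of 4-fold changes were recovered, and between 6.39% and 8.33% of calls were false. Over all simulated changes between 45.5% and 69.7% were recovered there. Unequal spread was simulated for whole libraries only. In classes at 50 nuclei per library, the control spread was 1.45 to 2.07 times the stress spread, so the class values may overstate recovery. For accessible regions 13.1% or 3.07% of calls were false, with gene-wise or trend spread. The interaction test in trichoblast-like nuclei recovered 45.5% of all simulated changes, not of 4-fold ones alone, with 4.55% false calls. Of 20 unchanged sets, camera called 1, fry 3 and camera with an estimated correlation 0, and all 3 called each of 20 raised sets. Genes of these simulated sets were drawn independently of each other. The real trichoblast gene sets had estimated correlations of 0.231, 0.450 and 0.671. Aquaporins had 0.496 in whole libraries and -0.0434 to 0.368 in classes. How often camera with the preset correlation gives false calls on correlated sets can therefore not be read from this simulation. Trajectories, regulatory networks, links of regions to genes and term enrichment were not analysed here.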

Results

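Root tips of Arabidopsis thaliana Col-0 were profiled by single-nucleus multiome sequencing, an assay that counts RNA molecules and accessible chromatin in the same nucleus. Plants were grown on control medium or under osmotic stress, which was imposed with sorbitol. The labels describe 4 libraries, 2 of control and 2 of stress root tips. After the limits on RNA and peak counts, 18386 of 24474 deposited barcodes were kept as nuclei. Control replicates 1 and 2 held 1480 and 4767 nuclei, and stress replicates 1 and 2 held 6564 and 5575. These nuclei carried 7982634 and 20669871 RNA counts in the control replicates and 31717321 and 26852957 in the stress replicates. Peak counts summed over the kept nuclei, in units of 1e6, were 11.2 and 28.1 in the control replicates and 35.3 and 31.1 in the stress replicates. The median nucleus held 3345.5 and 2911 RNA counts in the control replicates and 3613 and 3591 in the stress replicates. Control replicate 1 kept 43.1% of its barcodes, while the other libraries kept 71.9%, 83.9% and 84.7%. Of its barcodes that passed the RNA limits, 53.9% failed the limits on peak counts, against 22.3%, 14.6% and 14.2% in the other libraries.

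The first comparison asked which genes changed under osmotic stress when whole libraries, not single nuclei, were the replicates. RNA counts were summed per library, and 20341 genes were tested. The edgeR quasi-likelihood test called 712 genes higher and 257 genes lower under stress at a Benjamini-Hochberg adjusted p-value under 0.05. Without an adjustment, 6022 genes had a p-value under 0.05. The alternative that moved the total of 969 calls most kept every deposited barcode, and it called 1955 genes higher and 1100 genes lower, 818 of them shared with those 969. Another test, DESeq2, called 1312 genes higher and 1142 lower, the largest move of the lower count, so that 53.5% of its calls were higher, against 73.5% in the edgeR fit. With each nucleus thinned to 1000 RNA counts, 51.2% of the calls were higher. The spread between replicates was not alike in the groups. Over 17394 genes with a mean of at least 50 counts, the log2 expression of the control replicates deviated from their mean with an SD of 0.298, and that of the stress replicates with an SD of 0.0673.

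**Figure D1:**
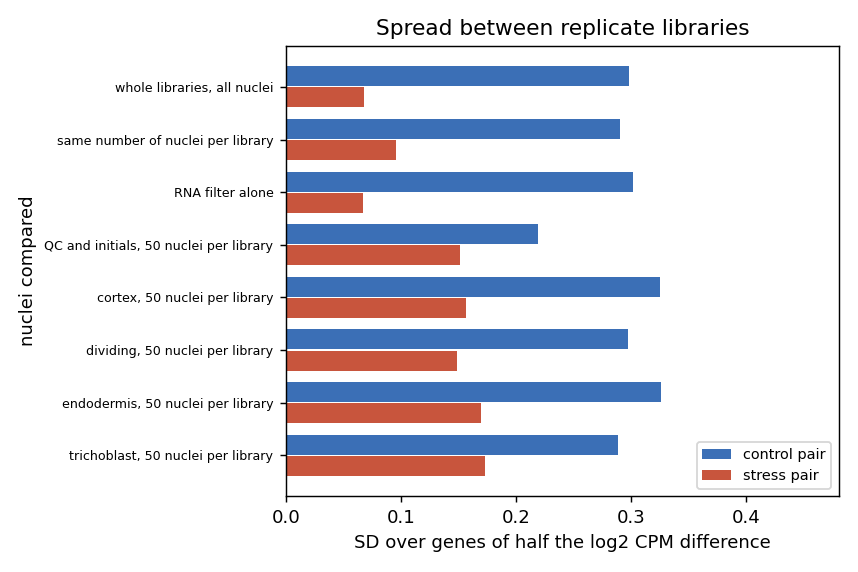
Bars show the SD over genes of the deviation (log2 CPM) of a replicate from the mean of its group, for whole libraries and for classes at 50 nuclei per library. The control bar is longer than the stress bar in each comparison drawn, at 0.298 against 0.0673 for whole libraries and at 0.219 against 0.151 in QC and initials-like nuclei, where they lie closest.

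Genes were named by a fixed rule, which asked for both stress replicates to lie on the same side of both control replicates. The 5 genes with the largest rise were AT2G05510, AZI1, MRN1, GDU4 and CYP702A5. AT2G05510 (chromosome 2, 2015624 to 2016772, TAIR10) rose by 3.75 ± 0.21 on the log2 scale (SE, 2 against 2 libraries). AZI1 (AT4G12470, chromosome 4, 7401087 to 7401951) rose by 3.70 ± 0.46, and without control replicate 2 its rise was 4.96. AZI1 lies beside close relatives, between which the deposited counts could be split, so its value is uncertain. MRN1 (AT5G42600, chromosome 5, 17053453 to 17058245) rose by 3.51 ± 0.32, and GDU4 (AT2G24762, chromosome 2, 10559173 to 10560239) rose by 3.02 ± 0.21. CYP702A5 (AT4G15393, chromosome 4, 8804070 to 8807232) rose by 2.93 ± 0.12. The 5 genes with the largest fall were AT2G17880, WRKY38, WRKY51, BHLH92 and AT2G32140. AT2G17880 (chromosome 2, 7766765 to 7768040) fell by 3.12 ± 0.43, and without control replicate 2 it fell by 2.41. WRKY38 (AT5G22570, chromosome 5, 7495455 to 7496990) fell by 2.8 ± 0.34, and WRKY51 (AT5G64810, chromosome 5, 25908247 to 25909881) fell by 2.54 ± 0.15. BHLH92 (AT5G43650, chromosome 5, 17533130 to 17534796) fell by 2.34 ± 0.35 and was not called with the RNA limits alone or with every deposited barcode, at -2.08 and -1.98. Without control replicate 2 it changed by -1.76. AT2G32140 (chromosome 2, 13655627 to 13657369) fell by 2.15 ± 0.13. Adjusted p-values of these 10 genes lay between 0.0320 and 0.0457 (edgeR quasi-likelihood test, Benjamini-Hochberg).

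**Figure D2:**
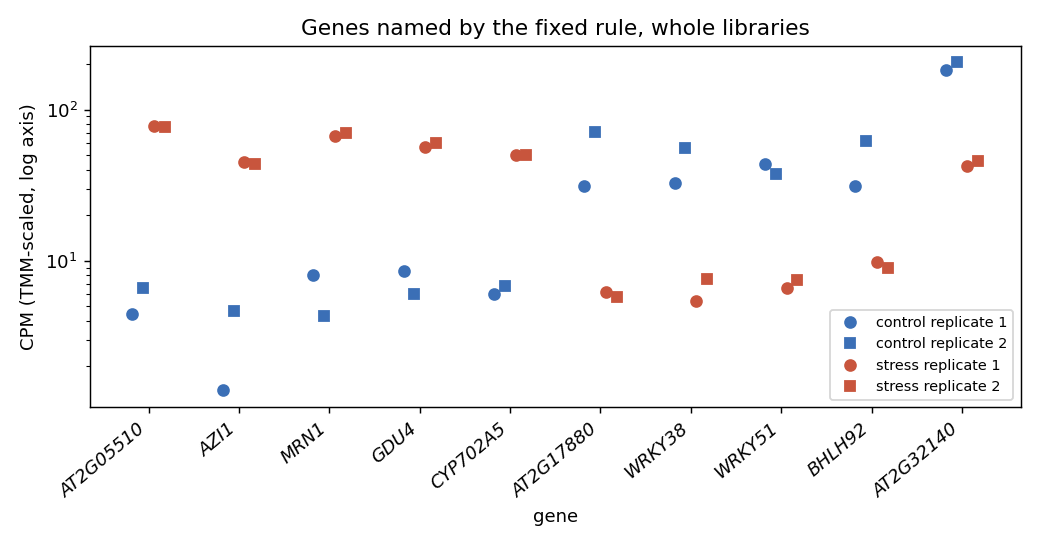
CPM (RNA counts scaled to the library with TMM factors, log axis) of the 10 genes named by the fixed rule, with 1 point per library. The 2 stress points of each gene lie on the same side of both control points, and AT2G05510 has 77.6 and 76.5 CPM in the stress replicates against 4.404 and 6.57 in the control replicates.

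The study singles out 19 genes of osmotic stress, auxin, transcriptional regulation and phosphate uptake, of which 18 could be matched to an identifier. In whole libraries, 4 of these 18 genes were called over all genes tested, and 9 were called when adjusted over the list alone. The list was partly chosen on these same libraries, so the second count is not independent evidence. The first count moved most with DESeq2 and with every deposited barcode, which called 6 genes each, and with the same number of nuclei from each library, which called 2. The kinase gene SnRK2.8 (AT1G78290) rose by 1.66 ± 0.16 on the log2 scale, and the sodium transporter gene HKT1 (AT4G10310) rose by 2.69 ± 0.21. The phosphate transporter gene PHT1;1 (AT5G43350) rose by 1.22 ± 0.17, and the auxin synthesis gene YUC5 (AT5G43890) fell by 1.45 ± 0.20. With the same number of nuclei from each library, neither PHT1;1 nor YUC5 was called, at 1.16 and -0.89. YUC5 was not called with the RNA limits alone or with every barcode either, at -1.17 and -1.06. SnRK2.8 overlaps a neighbouring gene, and PHT1;1 has close paralogs, so both values are uncertain. Adjusted p-values of these 4 genes lay between 0.0320 and 0.0407 (edgeR quasi-likelihood test, Benjamini-Hochberg).

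To compare cell classes, nuclei were clustered and the clusters were named from fixed marker genes, as no annotation of nuclei was used. Of 20 clusters, 14 took the name of 10 classes and 6 stayed unnamed. The thresholds of the naming rule were chosen after the data were seen, and the names are rebuilt, so a difference from the study may come from them. Unnamed clusters held 44.7% and 51.5% of the nuclei in the control replicates and 45.4% and 45.9% in the stress replicates. These similar shares pooled unlike clusters. The largest took 126 and 50 nuclei from the control replicates and 1910 and 1676 from the stress replicates. Another took 255 and 1062 against 6 and 8, and some unnamed clusters were mixed. Stress or immunity genes were among the 10 leading genes of 3 named clusters. These were PROPEP2 and AT5G41740 in a cortex-like cluster, the jasmonate synthesis genes AOC1 and AOC2 with WRKY18 in another, and AT2G38240 and RBOHB in an endodermis-like cluster. CYP702A5 also led the first of these, and WRKY38 and NAC3 led an unnamed cluster. The AOC1 cluster took 663 of its 679 nuclei from control replicate 2, and the endodermis-like one took 520 of its 555 from that replicate. Conversely, the PROPEP2 cluster took 117 and 18 nuclei from the control replicates and 971 and 855 from the stress replicates. The largest endodermis-like cluster took 84 and 64 against 684 and 602. The remaining cluster of each class was less one-sided. Comparisons of cortex-like and endodermis-like nuclei therefore set partly different clusters against each other.

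Class shares were compared to ask whether osmotic stress altered the composition of the root tip. Of 10 named classes and the unnamed nuclei, only the trichoblast-like class was called. It held 3.51% and 1.70% of the nuclei in the control replicates and 8.36% and 8.22% in the stress replicates, a log2 ratio of 1.71 ± 0.45 (SE, adjusted p 0.0252 over classes, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Taken from plain mean shares, the log2 ratio was 1.24 without control replicate 2 and 2.29 without control replicate 1. The alternative that moved it most was the RNA limits alone, with a log2 ratio of 0.12 and no call. Those nuclei were clustered anew, which redrew the class, as it held 276 nuclei of stress replicate 1 there and 549 before. Without the genes called in whole libraries, the clustering gave trichoblast-like shares of 5.68% and 4.09% in the control replicates and 9.22% and 9.81% in the stress replicates. That log2 ratio of 0.97 was not called either (adjusted p 0.168, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). In the same clustering, 77.2% of control replicate 2 stayed unnamed, against 48.4% of control replicate 1 and 45.6% and 45.9% of the stress replicates. By microscopy, the study describes fewer trichoblasts under stress, which is opposite in direction to the higher trichoblast-like share.

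**Figure D3:**
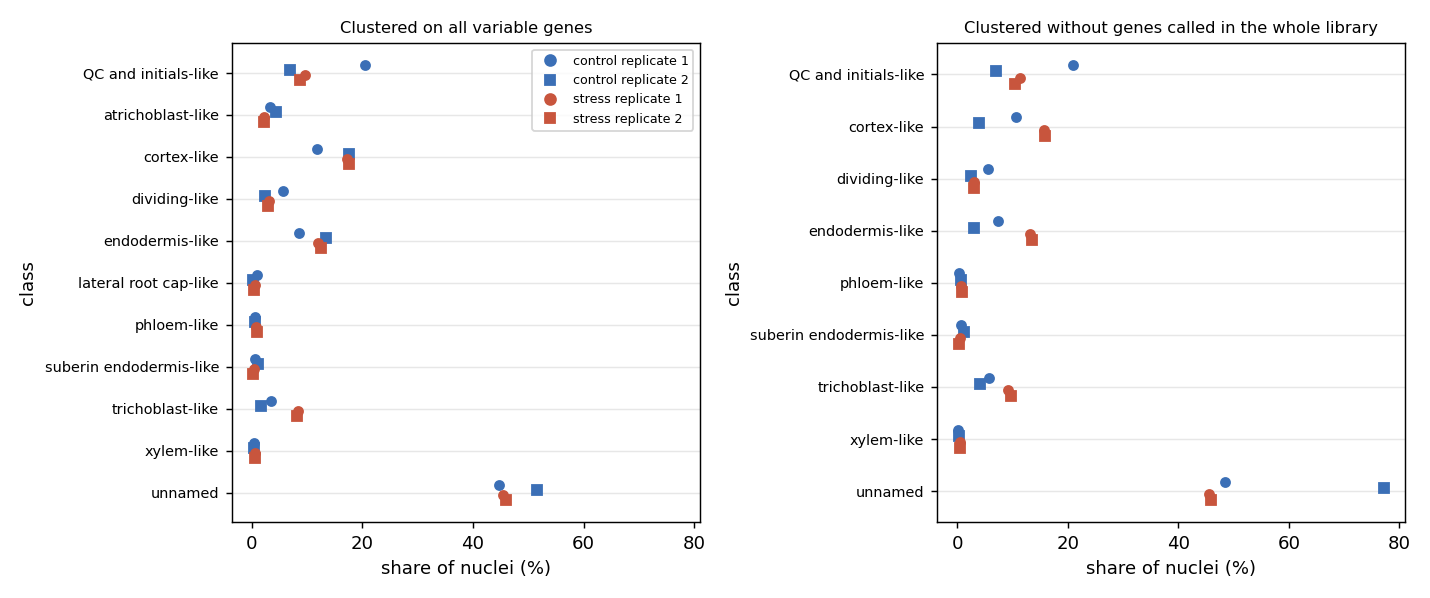
Share of nuclei (%) per class and library, with all variable genes used for the clustering (left) and without the genes called in whole libraries (right). The stress replicates lie close together in every class, and the trichoblast-like shares of 8.36% and 8.22% lie above the control shares of 3.51% and 1.70% on the left.

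Within classes, the comparison asked which genes changed in a given cell class. It was made in the 6 classes with at least 20 nuclei in every library. The edgeR quasi-likelihood test called 774 genes higher and 551 lower in QC and initials-like nuclei (quiescent centre and initials), and 190 higher and 168 lower in atrichoblast-like nuclei. In cortex-like nuclei 1037 genes were called higher and 1174 lower, and in endodermis-like nuclei 507 higher and 998 lower. In dividing-like nuclei 214 genes were called higher and 65 lower, and in trichoblast-like nuclei 494 higher and 1071 lower. Which alternative moved a count most differed between classes. With 50 nuclei of the class from each library, 0 genes were called in dividing-like nuclei (784 at an unadjusted p under 0.05), and 148 genes were called in QC and initials-like, 384 in cortex-like, 151 in endodermis-like and 383 in trichoblast-like nuclei, while atrichoblast-like nuclei were too few for it. Without a filter on low counts 1250 genes were called in atrichoblast-like nuclei, and with clustering without the called genes 3022 were called in trichoblast-like nuclei. The balance of higher and lower calls moved too. In atrichoblast-like nuclei DESeq2 called 102 higher and 129 lower, the fit without a filter 508 and 742, and the replicate block 170 and 177. Other alternatives kept more higher calls there. The other classes kept their majority side wherever genes were called, but in unequal measure. Endodermis-like nuclei had 99 higher and 512 lower with DESeq2. The trichoblast-like class held 52 and 81 control nuclei and 549 and 458 stress nuclei.

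The fixed rule named 3 rising and 3 falling genes in each class, and genes that lead a cluster of the class were left out here. Log2 changes in this paragraph are called by the edgeR quasi-likelihood test (2 against 2 libraries). In QC and initials-like nuclei the largest rise was that of AT4G16260, at 3.90 ± 0.25 (SE; chromosome 4, 9199972 to 9201643), followed by LHB1B2 (AT2G34420) at 3.28, which overlaps other genes, and GRP9 (AT2G05440) at 3.26. The largest fall was that of HSP17.6A (AT5G12030, chromosome 5, 3883957 to 3884838), at -6.49 ± 1.46, followed by NAP (AT1G69490) at -3.81 and AT1G59860 at -3.55. Single control libraries carried much of these falls. Without control replicate 1, HSP17.6A changed by -3.29 and AT1G59860 by -1.24, and without control replicate 2, NAP changed by -2.49. AT1G59860 was not called by DESeq2. In atrichoblast-like nuclei RBK1 (AT5G10520, chromosome 5, 3319870 to 3322935) rose by 4.08 ± 0.38, where it overlaps another gene, and MRN1 rose by 4.01. AT2G05510 had 3 control counts against 92 stress counts there, a pooled ratio of 29.2 (exact 95% interval 9.68 to 144, counting error only). WRKY38 changed by -4.04 ± 0.73, but by -2.41 without control replicate 2, AT2G17880 fell by 3.43, and CIPK13 (AT2G34180), which overlaps other genes, fell by 3.17. In cortex-like nuclei EARLI1 (AT4G12480, chromosome 4, 7406065 to 7406994), a tandem relative of AZI1 that overlaps another gene, rose by 5.58 ± 0.32, and by 4.68 without control replicate 2. RBCS1A (AT1G67090) had 3 control counts against 430 stress counts, a pooled ratio of 62.4 (exact 95% interval 21.2 to 304). The isocitrate lyase gene ICL (AT3G21720, chromosome 3, 7652487 to 7656053) changed by -6.06 ± 1.11, with -5.17 without control replicate 1 and -7.36 without control replicate 2. There NAC3 (AT3G15500, chromosome 3, 5234457 to 5236196) changed by -5.23 ± 0.91, but by -2.07 without control replicate 2.

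In dividing-like nuclei AT4G16260 rose by 3.86 ± 0.42 (SE, 2 against 2 libraries), the channel gene NIP5;1 (AT4G10380) by 3.45 and AT4G07820 by 3.44. LTP2 (AT2G38530, chromosome 2, 16128176 to 16129399) fell by 4.79 ± 0.96 with 8 and 0 counts in the stress replicates, so that it was not detected without stress replicate 1. AT1G07400 changed by -3.73, but by -2.08 without control replicate 1, and ATCTH (AT2G25900) changed by -2.14, but by -1.25 without control replicate 2. With 50 nuclei per library LTP2 was not tested and none of the other 5 genes was called, and DESeq2 did not call LTP2. LTP2 and ATCTH were not called at resolution 1.0, with doublets removed or when clustered without the called genes, and AT1G07400 was not called in the last of these. Without control replicate 1, LTP2 changed by -3.21. In endodermis-like nuclei AT2G05510 rose by 4.90 ± 0.45, but by 2.96 without control replicate 2. There GDU4 rose by 4.27 ± 0.34 and AT1G65370 by 3.004 ± 0.28. NAC3 changed by -4.95 ± 0.41, but by -3.93 without control replicate 2, and CYP94B1 (AT5G63450) changed by -4.45 ± 0.44, but by -2.95 without control replicate 2. In trichoblast-like nuclei AZI1 had 0 counts in both control replicates and was at least 12.8-fold higher under stress, and AT2G37870 was at least 11.7-fold higher on the same ground. AT4G04745 (chromosome 4, 2412618 to 2413447) rose by 4.18 ± 0.41. NAC3 changed by -6.20 ± 0.72, but by -4.28 without control replicate 2, and HSFA6B (AT3G22830) changed by -5.83 ± 0.53. AT4G35690 had 2 stress counts against 31 control counts, and its pooled control to stress ratio was 134 (exact 95% interval 34.2 to 1159). Adjusted p-values of the genes named in these 6 classes reached 0.0484 at most (edgeR quasi-likelihood test, Benjamini-Hochberg).

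The study names a cell class for many of its 19 genes, and 10 pairs of gene and class could be tested. Of these, 2 were called over all genes and 3 when adjusted over the list alone, which again is not independent evidence. In cortex-like nuclei SnRK2.8 rose by 1.69 ± 0.31 on the log2 scale (SE, 2 against 2 libraries, adjusted p 0.0187, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). It was not called with 50 nuclei per library, at 1.27, or when clustered without the called genes, at 1.75. In trichoblast-like nuclei SnRK2.7 (AT4G40010) fell by 1.60 ± 0.31 (adjusted p 0.00708, same test and adjustment, edgeR). The study describes that gene as induced in trichoblasts. Its fall was not called with 50 nuclei per library, at -1.29, or when clustered without the called genes, at -0.23, and without control replicate 2 it was -0.72. PHT1;1 rose by 1.04 ± 0.27 in atrichoblast-like nuclei and was called only over the list alone (adjusted p 0.0141, against 0.0877 over all genes, edgeR quasi-likelihood test). MPK3 in cortex-like nuclei changed by -0.19 ± 0.41, and that gene, which overlaps another, was not called. Its direction depends on 1 control library, as the change was 0.63 without control replicate 1 and -0.76 without control replicate 2. WRKY17, WRKY11 and PHT1;1 changed by -0.07, -0.14 and 0.23 in trichoblast-like nuclei, and ABCB19 and IAA30 changed by -0.34 and -0.61 in QC and initials-like nuclei. None of these 5 was called. In whole libraries WRKY17 and WRKY11 changed by 0.50 and 0.40, and neither was called over all genes. WRKY11 was called over the list alone there. The study reports both genes as higher under stress by qPCR of root tips. It also describes raised motif accessibility and higher target genes, which were not tested here. The pairs in xylem, phloem, pericycle, stele, suberin endodermis and epidermis could not be tested, as these classes held too few nuclei in a library or no named cluster.

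A call in 1 class does not show that the class differs from the rest. The difference was therefore tested with an interaction of class and stress against all other nuclei. These were summed over clusters whose shares also differed between the groups, so a difference can come from the class or from that make-up. The interaction was called for 1260 genes in trichoblast-like nuclei, 867 in dividing-like, 261 in QC and initials-like, 117 in atrichoblast-like and 1 in endodermis-like nuclei. In cortex-like nuclei 0 genes were called (1929 at an unadjusted p under 0.05). With 50 nuclei of the class and 50 others from each library, the alternative tried, 12 genes were called in trichoblast-like nuclei and 0 in dividing-like nuclei (721 at an unadjusted p under 0.05). For SnRK2.7 the log2 change in trichoblast-like nuclei minus that in other nuclei was -1.67 ± 0.18 (SE, adjusted p 4.2e-07, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). For PHT1;1 that difference was -0.92 ± 0.14, and for WRKY17 it was -0.56 ± 0.17. With 50 nuclei these differences were -1.54, -0.45 and -0.12, and none was called. For SnRK2.8 in cortex-like nuclei the difference was 0.20 ± 0.23 and was not called.

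Genes that the study ordered along its trichoblast trajectory were tested as 3 sets in trichoblast-like nuclei. Sets A, B and C held 19, 59 and 38 genes, and their mean log2 changes were -0.86, -0.79 and -0.52. Camera with a preset correlation of 0.01 called all 3, with adjusted p-values of 1.91e-06, 2.39e-23 and 5.96e-10 (limma, Benjamini-Hochberg). None of the 3 calls held under fry (adjusted p 0.0668, 0.0668 and 0.0752, limma) or with an estimated correlation (0.225, 0.225 and 0.286), the alternative that moved them most. The sets were chosen on these libraries, so they are not independent evidence, and some of their genes are trichoblast markers or lead the trichoblast-like cluster. Without control replicate 2 the mean changes were -0.53, -0.59 and -0.33. Aquaporin genes, which were listed by symbol, were tested because the study describes water transport as a response that differs between cell types. Of 22 listed genes, 19 were tested in whole libraries, where their mean log2 change was 0.59 and 15 were higher. Without control replicate 1 that mean was 0.38. Their mean change was 1.03 in QC and initials-like, 0.90 in dividing-like, 0.75 in atrichoblast-like, 0.47 in trichoblast-like, 0.24 in endodermis-like and 0.14 in cortex-like nuclei. Camera with the preset correlation called the rise in whole libraries and in all 6 classes. The calls in the 6 classes held under fry (adjusted p up to 0.0474, limma, Benjamini-Hochberg), and that in whole libraries did not (0.160, limma). With an estimated correlation, an alternative chosen after seeing the data, none of them held (adjusted p of at least 0.176, limma). Whether the rise differed between classes was not tested for the set.

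The share of RNA counts from organelle genes was measured because organelles encode part of the respiration genes, and their transcripts reach nuclei by carry-over. It was 2.701% and 1.58% in the control replicates and 1.92% and 1.95% in the stress replicates (mean 2.14% ± 0.794 and 1.93% ± 0.0233, SD, n = 2 each). The control replicates lay on either side of the stress replicates (two-sided exact permutation test, p = 1). A two-sided exact permutation test of 2 against 2 libraries cannot give a p-value below 0.333. The difference of -0.207 percentage points moved most when chloroplast genes were taken alone, to 0.0599. Genes per nucleus were compared after thinning each nucleus to 1000 RNA counts, since the trajectory score of the study rests on genes detected per cell. The medians were 761.5 and 775 genes in the control replicates and 799 and 801 in the stress replicates, a difference of 31.75 genes (p = 0.333, the smallest that this exact permutation test allows). Unthinned medians were 1962.5, 1780, 2219.5 and 2224 genes, a difference of 350.5 and the largest move among the alternatives. No nucleus was left out by the thinning. In each of the 6 classes compared, both thinned stress medians lay above both control medians, by 20.25 to 42.5 genes on average.

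Accessible chromatin was deposited as peaks called in each library alone, between 19858 and 25001 per library. Merging them gave 27677 regions, of which 18340 (66.3%) were called in all 4 libraries. Regions called in 1 library alone numbered 398 and 831 in the control replicates and 633 and 872 in the stress replicates. With a reciprocal overlap of 50%, the alternative that moved it most, 18316 regions were shared. Only shared regions could be tested, and 3 were called higher and 2 lower under stress (3215 of 18340 at an unadjusted p under 0.05, edgeR quasi-likelihood test). DESeq2 called 521 regions, the largest move, and with reciprocal overlap of 50% the edgeR test called 0 (3268 at an unadjusted p under 0.05). In TAIR10 coordinates, the region on chromosome 5 from 8659693 to 8660909 rose by 1.13 ± 0.07 on the log2 scale (SE), and 12.3% of it lies in the gene AT5G03915. The region on chromosome 5 from 17559144 to 17560234 rose by 1.07 ± 0.05 and holds the starts of AT5G43720, AT5G43725 and AT5G43730. The region on chromosome 4 from 15357871 to 15358826, outside genes, rose by 0.65 ± 0.06. The region on chromosome 4 from 6217056 to 6218586, at the start of AT4G09890, fell by 1.27 ± 0.11, and that on chromosome 2 from 16842931 to 16843881, outside genes, fell by 0.57 ± 0.05. Their adjusted p-values lay between 0.00334 and 0.0483 (edgeR quasi-likelihood test, Benjamini-Hochberg). In 3 of the 5 regions the called width differed by more than 15% between the groups. Across 12407 genes, which are not independent replicates, the change in accessibility at the gene start and the change in expression had a Spearman rho of 0.172. Over the 463 genes called in either layer, rho was 0.325, and 348 of them were called higher and 111 lower in RNA. Over the 18340 regions, the change in accessibility had a Spearman rho of 0.305 with the change in called width. Width may therefore enter both values.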

Values the study reported

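The paper reports 16,670 nuclei, of which 5,696 came from control and 10,974 from stressed root tips. It gives averages of 2,433 genes, 4,782 RNA counts, 3,358 peaks and 3,865 peak counts per cell, and describes 15 cell types.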

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

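No test in this part was chosen only after the result was seen.

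For 3 genes singled out by the study, the effect of stress in trichoblast-like nuclei differed from that in all other nuclei by an interaction test. The log2 difference was -1.67 for SnRK2.7, -0.56 for WRKY17 and -0.92 for PHT1;1. Their adjusted p-values were 4.2e-07, 0.0423 and 9.02e-05 (edgeR quasi-likelihood test, Benjamini-Hochberg). With 50 nuclei of the class and 50 others from each library the differences were -1.54, -0.12 and -0.45, and none was called. In trichoblast-like nuclei alone, WRKY17 and PHT1;1 changed by -0.07 and 0.23 and were not called, so their differences rest mainly on the other nuclei. The make-up of those other nuclei differed between the groups. An unnamed cluster, for example, took 255 and 1062 nuclei from the control replicates and 6 and 8 from the stress replicates. Whether that make-up gave the differences was not tested. The class held 52 and 81 nuclei in the control replicates, so its control values rest on few nuclei.

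The way nuclei were assigned to the class is a technical explanation for SnRK2.7 that cannot be told apart from an effect of stress in trichoblasts. In other assignments the smallest change of SnRK2.7 was -0.23, found when the called genes were left out of the clustering, while it was -1.75 at resolution 1.0 and -1.65 with doublets removed. Its direction stayed, but its size did not, which keeps the explanation open. Control replicate 2 also weighs on it, as the change was -0.72 without that library. A response to stress in trichoblasts stays open as the biological explanation and was not tested apart from these. For WRKY17 and PHT1;1, leaving the called genes out of the clustering gave changes of 0.18 and 0.93 in the class, so the assignment may contribute there too.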

How the results depend on the processing

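Tests chosen only after the result was seen are the limits on fragments for whole libraries and the estimated correlation for aquaporins. Where a value below moved, the cause was not tested unless stated.

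In whole libraries, 712 genes were higher and 257 lower. DESeq2 called 1312 and 1142, the fit without a filter on low counts 1118 and 482, RNA limits alone 1400 and 633 (790 shared with the first fit), every deposited barcode 1955 and 1100, and the same number of nuclei per library 408 and 115, where fewer nuclei were used. Thinning to 1000 counts gave 633 higher and 603 lower, and limits on fragments gave 1043 and 522. Of the calls, 73.5% were higher in the first fit, 53.5% with DESeq2 and 51.2% after thinning. Other scaling factors, a mean of at least 50 counts, leaving out organelle genes and removing doublets kept both counts within 1.5 times.

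Among classes, called genes numbered 1325 in QC and initials-like, 358 in atrichoblast-like, 2211 in cortex-like, 279 in dividing-like, 1505 in endodermis-like and 1565 in trichoblast-like nuclei. DESeq2 called 637, 231, 1171, 154, 611 and 858 in that order. Without a filter on low counts the counts were 2420 in QC and initials-like, 1250 in atrichoblast-like and 1365 in dividing-like nuclei. With 50 nuclei of the class per library, fewer nuclei gave 148 in QC and initials-like, 384 in cortex-like, 0 in dividing-like (784 at an unadjusted p under 0.05), 151 in endodermis-like and 383 in trichoblast-like nuclei. Clustering without called genes gave 2315 in QC and initials-like, 394 in cortex-like, 621 in endodermis-like and 3022 in trichoblast-like nuclei. Resolution 1.0 gave 112 in atrichoblast-like nuclei, and with doublets removed 134 were called in dividing-like nuclei. No value could be had for QC and initials-like nuclei at resolution 1.0 or with doublets removed, nor for atrichoblast-like nuclei at 50 nuclei or without called genes. With 50 nuclei of the class and 50 others, the interaction was called for 1 gene in QC and initials-like, 3 in cortex-like, 0 in dividing-like (721 at an unadjusted p under 0.05), 0 in endodermis-like (387 at an unadjusted p under 0.05) and 12 in trichoblast-like nuclei.

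Some genes changed direction, none of them called on either side. In whole libraries MPK3 was at 0.28 with RNA limits alone and 0.37 with every deposited barcode, and SnRK2.7 was at -0.15 after thinning. In trichoblast-like nuclei WRKY17 was at 0.0149 without a filter on low counts, 0.12 with 50 nuclei and 0.18 with clustering without called genes, where WRKY11 was at 0.16. Without control replicate 1, MPK3 was at 0.63 in cortex-like nuclei and 0.0981 in whole libraries, SnRK2.7 at -0.16 in whole libraries and WRKY17 at 0.00717 in trichoblast-like nuclei. Of the other values for named genes under settings that keep every library, 590 kept their direction and call, 31 lost the call and 9 gained it. With a library left out, 74 values moved by more than the spread between replicates and 214 did not.

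With RNA limits alone the nuclei were clustered anew, so these classes hold other nuclei. No cluster was then named QC and initials-like, and 2251 of the nuclei named atrichoblast-like came from a cluster without an atrichoblast marker among its top 10 genes, some of which also led the QC and initials-like cluster before. The log2 ratio of shares was -1.54 for that redrawn class, which was called, 0.67 for lateral root cap-like, 0.30 for unnamed and 0.12 for trichoblast-like nuclei. Clustering without called genes gave 0.97 for trichoblast-like, 1.38 for endodermis-like (0.16 before), 1.14 for cortex-like (0.24 before) and -0.46 for unnamed nuclei (-0.08 before), none of them called. With doublets removed, the ratio for atrichoblast-like nuclei was -0.10 (-0.78 before). With each library left out in turn, log2 ratios were taken from plain mean shares, not from edgeR, so they can depart from the main ratios. They ran from -1.16 to 0.41 in QC and initials-like, -0.95 to -0.57 in atrichoblast-like and -0.0148 to 0.57 in cortex-like nuclei. Ranges were -0.91 to 0.27 in dividing-like, -0.13 to 0.52 in endodermis-like and -1.05 to 1.02 in lateral root cap-like nuclei. Phloem-like nuclei ran from 0.34 to 0.75, suberin endodermis-like from -1.79 to -0.84 and trichoblast-like from 1.24 to 2.29. Xylem-like nuclei ran from 0.62 to 0.97 and unnamed nuclei from -0.17 to 0.0314.

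The means of sets A, B and C, -0.86, -0.79 and -0.52, and those of aquaporins do not depend on the set test. With fry and with an estimated correlation none of the 3 sets was called. In whole libraries the aquaporin mean of 0.59 was called neither by fry nor with an estimated correlation. With an estimated correlation the means of 1.03 in QC and initials-like, 0.75 in atrichoblast-like, 0.14 in cortex-like, 0.90 in dividing-like, 0.24 in endodermis-like and 0.47 in trichoblast-like nuclei were not called either. Leaving out each library gave means from -1.15 to -0.53, -0.97 to -0.59 and -0.69 to -0.33 for sets A, B and C. For aquaporins it gave 0.38 to 0.78 in whole libraries, 0.65 to 0.90 in atrichoblast-like, 0.146 to 0.170 in cortex-like and 0.69 to 1.13 in dividing-like nuclei. Means with a library left out are plain, while the main means use voom weights, so a range need not hold its main mean.

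Without thinning, genes per nucleus differed by 350.5, where depth enters the count. For accessible regions DESeq2 called 521 and the reciprocal overlap of 50% gave 0 (3268 at an unadjusted p under 0.05). Over genes called in either layer, rho of accessibility and expression was 0.325.

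The replicate numbers are shared by the groups, but deviations of libraries with the same number had a correlation of 0.0401 over all tested genes (0.109 for genes with a mean of at least 50 counts), so they pair nothing. With the replicate number as a block, 490 genes were higher and 204 lower in whole libraries, 579 were called in dividing-like nuclei, and 8 accessible regions were called. YUC5 was not called in whole libraries (-1.43), and PHT1;1 was called in atrichoblast-like nuclei (1.104).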

Other observations

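The tests of class composition, of mixed nuclei, of jasmonate and heat-shock genes, of split libraries and of peak widths were chosen only after the result was seen.

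The 2 control libraries differed more from each other than the 2 stress libraries did, by a ratio of SDs of 4.43. A difference in depth or number of nuclei is argued against as the whole cause, since with the same number of nuclei per library the ratio was 3.04. The limits on peak counts, which remove most nuclei of control replicate 1 that pass the RNA limits, are argued against too, since with the RNA limits alone the ratio was 4.49. Class composition does not account for all of it, as the lowest ratio within a class at 50 nuclei was 1.45. Stress nuclei mixed into control replicate 1 are argued against by 21 genes at least 6 times higher under stress than in control replicate 2. On a scale from control replicate 2 at 0 to stress at 1, control replicate 1 lay at a median of 0.00938 (quartiles -0.00942 to 0.0757). Mixed nuclei would raise these genes too. For 66 genes at least 6 times lower under stress than in control replicate 2, control replicate 1 lay near stress instead, at a median of 0.868 (quartiles 0.798 to 0.945), so for these genes control replicate 2 stands apart from the other libraries.

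A jasmonate response in control replicate 2 and a heat response in control replicate 1 are candidate explanations of part of this spread. Of 30 jasmonate genes by symbol, 4 that lead a cluster or were named were left out. The other 26 had a median log2 difference of 1.09 in favour of control replicate 2, at percentile 100 of 10000 random lists matched on expression, and 22 were higher there. Their median log2 change of stress against control was -0.26 with control replicate 1 and -1.42 with control replicate 2. Of 5 small heat-shock genes, 4 were tested. All 4 were higher in control replicate 1, by a median log2 difference of 3.51, which put the list at percentile 0 of the difference in favour of control replicate 2. Falls of jasmonate and heat-shock genes under stress may therefore reflect 1 control library each. The labels give no batch, and what made the control plants or their nuclei differ was not tested.

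The 2 stress libraries were close to each other. Their mean squared difference over counting noise was 2.51, against 46.6 for the control libraries. In 100 random splits of the pooled stress nuclei it lay between 1.18 and 1.81, which argues against 1 library split at random into 2. One suspension of nuclei loaded in 2 reactions cannot be told apart from separate cultures by that value of 2.51, because the noise of a reaction is unknown here.

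Whether the higher trichoblast-like share reflects more trichoblasts among the stress nuclei cannot be told apart from a shift in the naming. The study saw fewer trichoblasts under stress by microscopy, which goes against more trichoblasts, though a view of roots is not a share of nuclei. From its nuclei, the study describes fewer mature and more initially differentiated trichoblasts under stress. In whole libraries 33 trichoblast markers had a median log2 change of 0.61, with 25 higher and 4 called, which lies between the change of all genes and the log2 ratio of 1.71 in share. Marker rises near that size also occurred with small share ratios. They were 0.54 for 26 cortex markers (22 higher, share ratio 0.24) and 0.43 for 31 endodermis markers (25 higher, share ratio 0.16). In all named classes the marker median and the share ratio had the same sign. The trichoblast markers were also used to name the class, and under the RNA limits alone the log2 ratio of the trichoblast-like share was 0.12.

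For the 5 accessible regions called, a difference in the width called as a peak could by itself change the count. In 3 of them the mean widths of the groups differed by more than 15%, with stress to control ratios of 1.77, 1.502 and 0.512, so for these a change in width cannot be told apart from a change in accessibility, as counts were taken only inside the called peaks. In the other 2 the ratios were 1.04 and 1.03, which argues against width as the cause there.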
